# A histone H4 lysine 20 methyltransferase couples environmental cues to sensory neuron control of developmental plasticity

**DOI:** 10.1242/dev.145722

**Published:** 2017-04-01

**Authors:** Colin E. Delaney, Albert T. Chen, Jacqueline V. Graniel, Kathleen J. Dumas, Patrick J. Hu

**Keywords:** *C. elegans*, Dauer, Dosage compensation, H4K20, Insulin-like peptides, FoxO

## Abstract

Animals change developmental fates in response to external cues. In the nematode *Caenorhabditis elegans*, unfavorable environmental conditions induce a state of diapause known as dauer by inhibiting the conserved DAF-2 insulin-like signaling (ILS) pathway through incompletely understood mechanisms. We have previously established a role for the *C. elegans* dosage compensation protein DPY-21 in the control of dauer arrest and DAF-2 ILS. Here, we show that the histone H4 lysine 20 methyltransferase SET-4, which also influences dosage compensation, promotes dauer arrest in part by repressing the X-linked *ins-9* gene, which encodes a new agonist insulin-like peptide (ILP) expressed specifically in the paired ASI sensory neurons that are required for dauer bypass. *ins-9* repression in dauer-constitutive mutants requires DPY-21, SET-4 and the FoxO transcription factor DAF-16, which is the main target of DAF-2 ILS. By contrast, autosomal genes encoding major agonist ILPs that promote reproductive development are not repressed by DPY-21, SET-4 or DAF-16/FoxO. Our results implicate SET-4 as a sensory rheostat that reinforces developmental fates in response to environmental cues by modulating autocrine and paracrine DAF-2 ILS.

## Abstract (precis)

**Summary:** The *C. elegans* histone methyltransferase SET-4 acts to link environmental signals to diapause through regulation of the X-linked insulin-like peptide gene *ins-9* in sensory neurons.

## INTRODUCTION

To maintain evolutionary fitness, organisms must react appropriately to environmental cues. The free-living nematode *Caenorhabditis elegans* has evolved a developmental strategy to optimize survival in changing environments. Under replete conditions, larvae progress through four stages (L1-L4) to become reproductive adults. In adverse conditions such as overcrowding, heat or food scarcity, larvae arrest in an alternative stage known as dauer. Adapted for survival in harsh environments, dauers are morphologically, metabolically and behaviorally distinct from reproductive L3 larvae. Improvement of ambient conditions induces dauer exit and resumption of reproductive development (Fielenbach and Antebi, 2008; Riddle, 1988). The dominant environmental cue that influences dauer arrest is a constitutively elaborated pheromone that indicates population density (Butcher et al., 2008; Golden and Riddle, 1982).

*C. elegans* dauer arrest has served as a useful paradigm for understanding the molecular basis of developmental plasticity. Genetic analysis has defined four conserved signaling pathways that promote reproductive development in favorable environments. The DAF-11 transmembrane guanylyl cyclase acts in chemosensory neurons to regulate dauer arrest through the cyclic nucleotide-gated channel subunits TAX-2 and TAX-4. Downstream of DAF-11, DAF-2 insulin receptor (InsR)- and DAF-7 transforming growth factor-β (TGFβ)-like pathways act in parallel to promote reproductive development by inhibiting the activities of the FoxO transcription factor DAF-16 and the SMAD transcription factor DAF-3, respectively. Distal to DAF-16/FoxO and DAF-3/SMAD, bile-acid-like steroid hormones known as dafachronic acids (DAs) promote reproductive development by regulating the activity of the conserved nuclear receptor DAF-12 (Fielenbach and Antebi, 2008).

Although genetic analysis has identified how components of the DAF-11, DAF-2/InsR, DAF-7/TGFβ and DAF-12 pathways interact to promote reproductive development in favorable conditions (Gottlieb and Ruvkun, 1994; Riddle et al., 1981; Thomas et al., 1993; Vowels and Thomas, 1992), the molecular nature of the upstream events that couple external cues to the activities of these pathways remains poorly understood. Laser ablation experiments demonstrated that the amphid sensory neurons are required for induction of dauer arrest by pheromone (Schackwitz et al., 1996; Vowels and Thomas, 1994). Indeed, the dauer-inhibitory ASI sensory neurons (Bargmann and Horvitz, 1991) are specific sites of expression of three insulin-like peptides (ILPs) that promote reproductive development through DAF-2/InsR (INS-4, INS-6 and DAF-28) (Chen and Baugh, 2014; Cornils et al., 2011; Hung et al., 2014; Li et al., 2003), as well as the DAF-7 TGFβ-like ligand that promotes reproductive development (Ren et al., 1996; Schackwitz et al., 1996). Furthermore, crude dauer pheromone reduces the expression of DAF-28 and DAF-7 in ASI (Li et al., 2003; Schackwitz et al., 1996), suggesting that pheromone induces dauer arrest at least in part by reducing the expression of agonist ligands in sensory neurons that regulate DAF-2/InsR and TGFβ-like signaling. How pheromone represses these ligands remains a mystery.

We have previously reported an unforeseen role for the *C. elegans* dosage compensation protein DPY-21 in promoting dauer arrest through inhibition of the DAF-2/InsR pathway (Dumas et al., 2013). DPY-21 is a component of the condensin-like dosage compensation complex (DCC) that equalizes X-linked gene expression between males and hermaphrodites by binding to both hermaphrodite X chromosomes during embryogenesis and repressing gene expression approximately twofold (Meyer, 2010; Yonker and Meyer, 2003). Here, we show that the conserved histone H4 lysine 20 (H4K20) methyltransferase SET-4, which also influences dosage compensation (Kramer et al., 2015; Vielle et al., 2012; Wells et al., 2012), promotes dauer arrest in a sex-specific manner by synergizing with DAF-16/FoxO to repress *ins-9*, an X-linked gene that encodes an ILP expressed specifically in ASI neurons (Chen and Baugh, 2014; Pierce et al., 2001). These findings reveal a sexually dimorphic role for regulators of histone H4K20 methylation in broadening the dynamic range of sensory responses to environmental cues that control developmental plasticity.

## RESULTS

### SET-4 acts through DAF-2 ILS to promote dauer arrest in a sex-specific manner

DAF-2/InsR promotes reproductive development by activating a conserved phosphoinositide 3-kinase (PI3K)/Akt pathway to inhibit DAF-16/FoxO (Murphy and Hu, 2013). The conserved protein EAK-7 acts in parallel to AKT-1 to inhibit nuclear DAF-16/FoxO activity (Alam et al., 2010). In contrast to *eak-7* and *akt-1* single mutants, which develop reproductively, *eak-7;akt-1* double mutant animals arrest as dauers in a DAF-16/FoxO-dependent manner (Alam et al., 2010). To identify new DAF-16/FoxO regulators, we performed a forward genetic screen for suppressors of the *eak-7;akt-1* dauer-constitutive phenotype (*seak*). The first *seak* mutants characterized harbored loss-of-function mutations in the dosage compensation gene *dpy-21* (Dumas et al., 2013)*. dpy-21* encodes a conserved component of the condensin-like dosage compensation complex (DCC) that binds to X chromosomes and represses X-linked gene expression (Meyer, 2010; Yonker and Meyer, 2003). One *seak* mutant strain contained a point mutation in *set-4*, which encodes a histone H4K20 methyltransferase homolog that influences dosage compensation (Vielle et al., 2012; Wells et al., 2012). *set-4(dp268)* is predicted to change the conserved SET domain catalytic residue serine 182 (Southall et al., 2014) to phenylalanine (Fig. 1A, Fig. S1A). In light of our findings on *dpy-21* (Dumas et al., 2013), we tested the possibility that *set-4(dp268)* was the causative *seak* mutation in this strain. After outcrossing removed all but two closely linked single nucleotide variants, *set-4(dp268)* suppressed dauer arrest to a similar extent to two independently derived *set-4* deletions, *n4600* (Andersen and Horvitz, 2007) and *ok1481* (Fig. 1B). Furthermore, an integrated single-copy *HA::set-4* transgene rescued dauer arrest in *set-4*(*n4600*) animals (Fig. 1C and Fig. S1B). Therefore, SET-4 promotes dauer arrest.

**Fig. 1.**
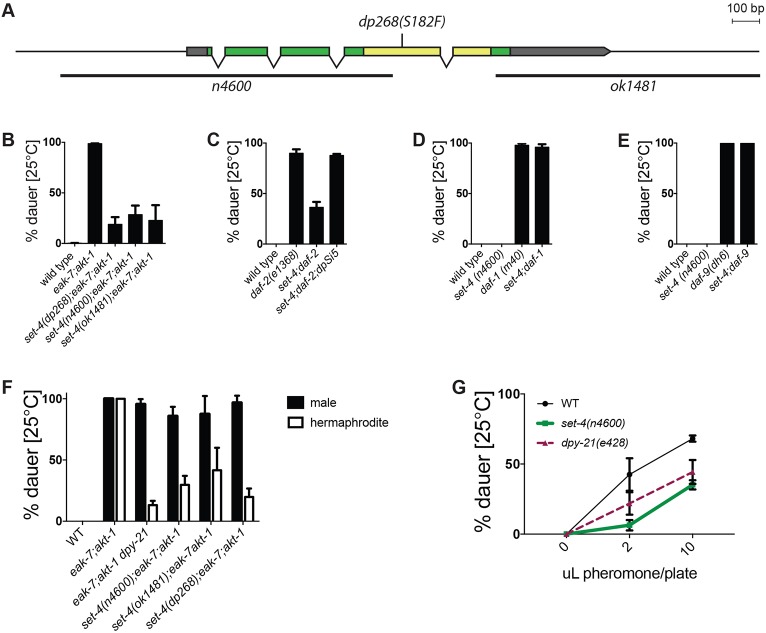
**SET-4 promotes dauer arrest.** (A) Schematic of the *set-4* locus and three mutant alleles. Exons are indicated as boxes, separated by introns. Gray, green and yellow denote untranslated regions, coding sequence and SET domain coding sequence, respectively. Deletions are indicated by black bars. (B) *set-4* mutations suppress the dauer-constitutive phenotype of *eak-7;akt-1* mutants [*n* (left to right)=236, 627, 389, 521, 638]. (C) *set-4(n4600)* suppresses the dauer-constitutive phenotype of *daf-2(e1368)* mutants and is rescued by the single-copy *set-4* transgene *dpSi5* (*n*=913, 1668, 1568, 1785). (D,E) *set-4* is dispensable for dauer arrest in (D) *daf-1(m40)* (*n*=2215, 2189, 1816, 1899) and (E) *daf-9(dh6)* mutants (*n*=1753, 1561, 2188, 2486). (F) *set-4* and *dpy-21* mutations suppress dauer arrest in XX hermaphrodites but not in XO males (*n*=567, 1330, 579, 1003, 1012, 700). (G) *set-4* and *dpy-21* mutations attenuate the response of wild-type animals to dauer pheromone [*n* (0 μl, 2 μl, 10 μl): wild type=542, 461, 544; *set-4*=413, 246, 387; *dpy-21*=334, 220, 275]. *set-4* versus wild type: *P*<0.01 by two-way ANOVA.

DPY-21 enhances dauer arrest by activating DAF-16/FoxO, indicating that it acts in the DAF-2/InsR pathway to regulate dauer formation (Dumas et al., 2013). To determine whether SET-4 functions in the DAF-2/InsR pathway, we tested the effect of *set-4* mutation on dauer-constitutive phenotypes caused by mutations in the *daf-2/InsR*, *daf-7/TGFβ* and *daf-12* pathways. *set-4* mutation suppressed the dauer-constitutive phenotypes of *daf-2(e1368)* mutants (Fig. 1C) as well as *akt-1(ok525)* and *eak-7(tm3188)* single mutants, which develop reproductively at 25°C but arrest as dauers at 27°C (Fig. S1C,D) (Ailion and Thomas, 2003; Alam et al., 2010; Hu et al., 2006). By contrast, *set-4* mutation had no effect on the dauer-constitutive phenotypes caused by mutations in *daf-1*, which encodes a type 1 TGFβ receptor homolog (Georgi et al., 1990), or *daf-8*, which encodes a SMAD homolog (Park et al., 2010) (Fig. 1D and Fig. S1E). Similarly, *set-4* mutation did not suppress dauer arrest in animals harboring mutations in *daf-9* or *daf-36*, which encode DA biosynthesis pathway components (Fig. 1E and Fig. S1F) (Gerisch et al., 2001; Jia et al., 2002; Rottiers et al., 2006). Therefore, SET-4 acts specifically in the DAF-2/InsR pathway to promote dauer arrest.

As previous reports link H4K20 methylation status to dosage compensation (Vielle et al., 2012; Wells et al., 2012) and DPY-21 promotes dauer arrest through dosage compensation (Dumas et al., 2013), we hypothesized that SET-4 may also regulate dauer arrest through dosage compensation. To test this, we determined the effect of *set-4* mutation on the dauer-constitutive phenotype of *eak-7;akt-1* double mutant hermaphrodites and males. If SET-4 promotes dauer arrest through the same mechanism as dosage compensation, then *set-4* mutation should suppress dauer in hermaphrodites but not in males, as the DCC is inactive in males (Meyer, 2010). *dpy-21* and *set-4* mutations suppressed the dauer-constitutive phenotype of *eak-7;akt-1* hermaphrodites but did not affect dauer arrest in males (Fig. 1F). Therefore, SET-4 may act through dosage compensation to control dauer arrest. We verified the role of SET-4 in dosage compensation by showing that *set-4* mutation suppressed lethality in *xol-1 sex-1* mutant males, which die due to inappropriate activation of dosage compensation (Dawes et al., 1999) (Fig. S1G).

In order to determine whether SET-4 plays a role in regulating dauer entry in wild-type animals in response to physiologic stimuli, we tested the ability of dauer pheromone to induce dauer arrest in wild-type and *set-4* mutant animals. Mutation of either *set-4* or *dpy-21* decreased the sensitivity of wild-type animals to pheromone (Fig. 1G). Therefore, SET-4 and DPY-21 promote dauer arrest in wild-type animals in response to increases in population density.

### SET-4 is a H4K20 methyltransferase

The mammalian SET-4 ortholog SUV420H2 is a H4K20 methyltransferase (Schotta et al., 2004), and *C. elegans* SET-4 promotes H4K20 trimethylation (Vielle et al., 2012; Webster et al., 2013; Wells et al., 2012). We confirmed the requirement of SET-4 for H4K20 di- and trimethylation *in vivo* (Fig. 2A). Immunoblots showed no detectable SET-4 protein in *set-4(n4600)* and *set-4(ok1481)* backgrounds, consistent with these being strong loss-of-function alleles. SET-4 protein levels in *set-4(dp268)* are comparable with wild type (Fig. 2A). H4K20me2 and H4K20me3 levels are undetectable in all three *set-4* mutant backgrounds (Fig. 2A), suggesting that the S182F substitution in the SET domain abrogates catalytic activity. To test this possibility directly, we purified recombinant wild-type and mutant GST-SET-4 fusion proteins and tested their ability to methylate modified H4 peptides (H4K20me0, H4K20me1 and H4K20me2) *in vitro*. Mass spectrometry analysis revealed that both wild-type GST-SET-4 and GST-SUV420H2 were capable of converting H4K20me1 to H4K20me2 (Fig. 2B,C). Consistent with *in vitro* experiments using human SET-4 orthologs SUV420H1 and SUV420H2 (Southall et al., 2014; Wu et al., 2013), methylation was not detected with unmethylated or dimethylated substrates, nor were trimethylated products detected in any assay (Fig. 2B,C). It is possible that an enzyme distinct from SET-4 catalyzes H4K20 trimethylation *in vivo*. Alternatively, conversion of H4K20me2 to H4K20me3 by SET-4 *in vivo* may require a co-factor that is absent from our *in vitro* reactions.

**Fig. 2.**
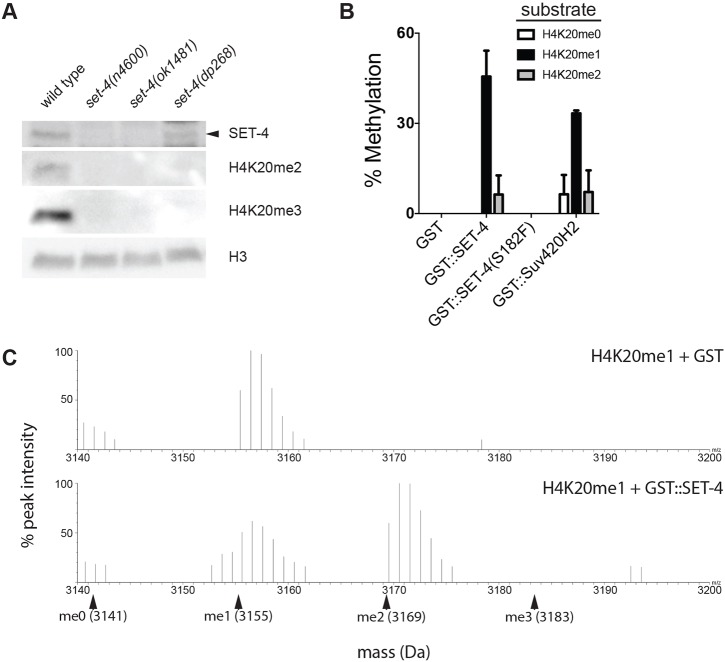
**SET-4 is a histone H4K20 methyltransferase.** (A) SET-4 promotes H4K20 methylation *in vivo*. Anti-SET-4, H4K20me2, H4K20me3 and H3 immunoblots of lysates from wild-type and *set-4* mutant animals are shown. SET-4 protein is indicated by the arrowhead. Images are representative of four biological replicates. (B) Recombinant GST-SET-4 fusion protein methylates H4K20me1 *in vitro*. Percentage methylation of H4K20 peptide substrates by GST proteins fused to wild-type SET-4, mutant SET-4(S182F) or human SET-4 ortholog SUV420H2 is shown. Data represent mean values from three biological replicates. (C) MALDI spectra illustrating conversion of H4K20me1 to H4K20me2 by GST-SET-4. Monoisotopic masses (protonated) of peptide substrates are indicated with arrowheads. Spectra are representative of three independent experiments.

GST-SET-4(S182F) did not methylate H4K20me1, indicating that the S182F mutation abolishes catalytic activity (Fig. S2). Given that *set-4(dp268)* suppresses dauer to a similar extent to the two deletion alleles (Fig. 1B), these data are consistent with SET-4 influencing dauer arrest through its conserved role in methylating H4K20.

### SET-4 acts in neurons to promote dauer arrest

To determine where SET-4 is expressed, we generated strains expressing reporter genes under the control of *set-4* regulatory elements. Because two independent C-terminal SET-4::GFP translational fusions failed to rescue dauer arrest in *set-4* mutants, we generated strains expressing a *set-4p::*GFP promoter fusion to determine the spatiotemporal activity of the *set-4* promoter. *set-4p::*GFP transgenic animals expressed GFP broadly in embryos (Fig. S3). Post-embryonically, we detected fluorescence predominantly in the head and tail regions of the animal, in a pattern consistent with neuronal expression. To confirm this, we established a transgenic strain that co-expressed *set-4p::*GFP and mCherry driven by the pan-neuronal *rab-3* promoter (Nonet et al., 1997). At all developmental stages interrogated, we observed colocalization of green and red fluorescence (Fig. 3A), consistent with somatic *set-4p::*GFP expression being predominantly neuronal. We did not observe significant GFP expression in intestine, body wall muscle or hypodermis.

**Fig. 3.**
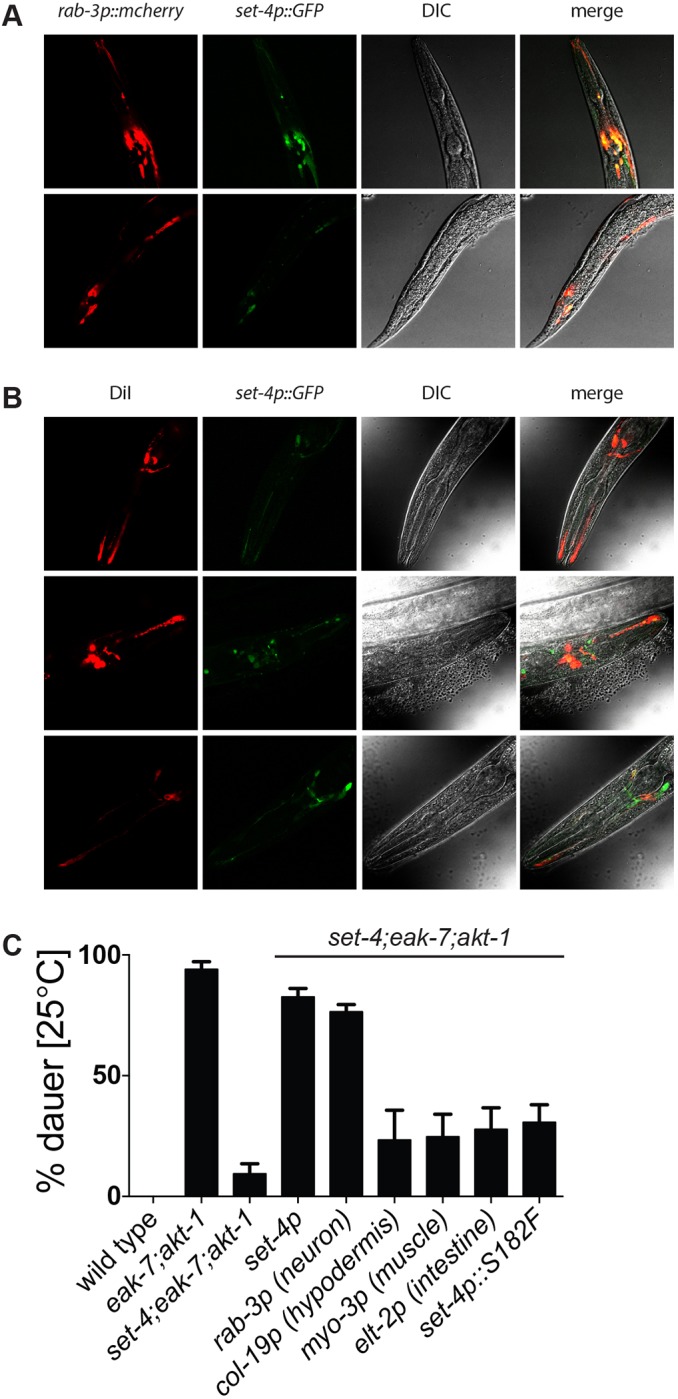
***set-4* acts in the nervous system to promote dauer arrest.** (A) Representative photomicrographs showing colocalization of GFP and mCherry in animals co-expressing *set-4p::gfp* and the pan-neuronal reporter *rab-3p::mcherry* (*n*=15). (B) Representative photomicrographs showing colocalization of red and green fluorescence in amphid neurons of *set-4p::gfp* transgenic animals exposed to DiI (*n*=21). (C) Rescue of dauer arrest in *set-4;eak-7;akt-1* mutants by *set-4* transgenes driven by native *set-4* or tissue-specific promoters (*n*=2328, 2143, 2058, 662, 811, 705, 936, 516, 541).

As the amphid sensory neurons play a crucial role in regulating dauer arrest (Bargmann and Horvitz, 1991; Schackwitz et al., 1996; Vowels and Thomas, 1994), we interrogated them for expression of *set-4p::*GFP. Amphid neurons possess ciliary dendrites that are in direct contact with the environment and can be labeled with the lipophilic dye DiI (Starich et al., 1995). The extent of colocalization of green and red fluorescence in *set-4p::*GFP transgenic animals exposed to DiI (Fig. 3B) reveals that the *set-4* promoter is active in amphid sensory neurons as well as in other cells.

To test whether neuronal expression of *set-4* is functionally important for dauer arrest, we generated tissue-specific *set-4* transgenes and tested them for the ability to rescue dauer arrest in *set-4* mutants. The neuronal *rab-3p::set-4* transgene rescued dauer formation to a similar extent to a *set-4* transgene driven by its native promoter (Fig. 3C). By contrast, intestine-, hypodermis- and muscle-specific *set-4* transgenes did not rescue dauer arrest to a greater extent than a transgene expressing the *set-4(dp268)* mutant*.* Taken together, these data indicate that SET-4 functions in the nervous system to promote dauer arrest.

### Transcriptome-wide influences of DPY-21 and SET-4 on dauer regulation

We previously showed that the DCC component DPY-21 promotes DAF-16/FoxO activity (Dumas et al., 2013). 

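RNA was profiled from wild type, eak-7;akt-1 and 5 strains that carry a further mutation in eak-7;akt-1, with 5 replicates of each of the 7 genotypes and 35 libraries in all. Animals came from 6 h egg lays and were kept at 25°C for 24 h. The authors deposited CuffDiff counts for 37555 loci, each divided by a size factor for its library. In the library where the share was lowest, 99.96% of values above 0 were whole multiples of a step common to the library, so that the fragments behind each value could be recovered. The deposited values came from between 34193 and 88068 fragments per library, with a median of 56780. Median depth was 60264 fragments for wild type and 52912 for eak-7;akt-1. It was 58116 fragments for daf-16;eak-7;akt-1, 54868 for eak-7;akt-1;daf-12 and 53005 for eak-7;akt-1 dpy-21. It was 61714 fragments for set-4(n4600);eak-7;akt-1 and 56780 for set-4(dp268);eak-7;akt-1. A fragment was present at 8710 loci, and the 1101 loci with at least 5 scaled counts in at least 5 libraries were tested. Of these, 517 carried more than 1 gene name. The loci of the mutated genes could not be used to check the genotypes, because eak-7, akt-1, daf-16, daf-12 and set-4 did not pass 3 fragments in any library and dpy-21 was listed at 0. Groups were compared as log2(scaled count + 1) in limma with a trend, in a fit over all 35 libraries, with Benjamini-Hochberg adjustment within each comparison. On the first principal component, which held 40.2% of the variance, the libraries separated into a group of 26 and a group of 9. The group of 9 held 2 libraries each of wild type, eak-7;akt-1 and eak-7;akt-1 dpy-21 and 1 each of daf-16;eak-7;akt-1, eak-7;akt-1;daf-12 and set-4(n4600);eak-7;akt-1. Comparisons were not run within it, since it holds at most 2 libraries of a genotype, and values from the group of 26 are given beside those from all libraries.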

To gain broader insight into how DPY-21 and SET-4 control dauer arrest, we performed whole-transcriptome profiling to compare genome-wide regulatory influences (henceforth referred to as the ‘regulome’) of DPY-21 and SET-4 to those of the key transcription factors controlling dauer arrest in *eak-7;akt-1* animals, DAF-16/FoxO and the nuclear receptor DAF-12 (Alam et al., 2010). We identified genes differentially expressed between wild-type and *eak-7;akt-1* double mutant animals [fold change ≥1.5 and false discovery rate (FDR) <0.05]. 

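In limma, 143 loci changed at least 1.5-fold between wild type and eak-7;akt-1 at an adjusted p-value below 0.05, with 57 higher and 86 lower in wild type. After median-of-ratios rescaling 68 were higher and 72 lower. Of the alternatives, a filter of at least 10 scaled counts moved the number of changed loci most, to 105 loci. Within the group of 26 libraries 114 loci were called, and 87 of these were also called over all libraries. The locus R12E2.14 had 211 ± 53.9 (SD, n = 5) scaled counts in wild type and 2.82 ± 2.08 (SD, n = 5) in eak-7;akt-1, a log2 fold change of 5.88 (standard error 0.521, adjusted p = 3.78e-10 from limma). For the locus shared by Y48G8AL.12 and Y48G8AL.16 the log2 fold change was 5.42 (standard error 0.441, adjusted p = 6.91e-11 from limma). Both were higher in wild type in 5 of 5 same-numbered pairs. W08D2.11 and col-36 did not pass 3 fragments in any wild type library and were at least 35.7-fold and at least 63.1-fold lower than in eak-7;akt-1. Their spread between eak-7;akt-1 replicates was wide, at 111 ± 134 (SD, n = 5) scaled counts for W08D2.11 and 196 ± 358 (SD, n = 5) for col-36. The highest eak-7;akt-1 library had 335 scaled counts of W08D2.11, and the highest for col-36 had 833. Lower bounds for these genes use the eak-7;akt-1 mean and so lean on a single library, here and in the mutants below. Every eak-7;akt-1 library had more of each than every wild type library (exact permutation test, two-sided, p = 0.00794, the smallest that 5 libraries against 5 allow).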

We then compared the transcriptomes of *eak-7;akt-1* double mutants with those of *eak-7;akt-1* animals harboring mutations in *dpy-21*, *set-4*, *daf-16/FoxO* or *daf-12*, and identified genes that are differentially expressed in the opposite direction as in wild-type relative to *eak-7;akt-1* (Table S1). Regulomes were validated by comparison with published data where possible (see below).

We defined the SET-4 dauer regulome by identifying 333 genes common to *set-4(n4600)* and *set-4(dp268)* regulomes (Table S1). 

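By the rule of the paper's methods, 24 of the tested genes were in the set-4(n4600) regulome, 33 in the set-4(dp268) regulome and 15 in both. The rule asks for an FDR in at least 2 comparisons, which need not be those with set-4, so that a gene can enter on the fold change of the set-4 mutant alone. Compared directly with eak-7;akt-1, 2 loci changed in set-4(n4600);eak-7;akt-1 and 6 in set-4(dp268);eak-7;akt-1 at an adjusted p-value below 0.05. An unadjusted p-value below 0.05 was found at 56 and 81 loci. Chance alone gives such a value at about 5% of the 1101 tested loci, and the 56 loci of set-4(n4600) are about that many. Requiring adjusted significance in both comparisons behind a regulome moved the SET-4 regulome most, to 1 gene. It held 19 genes within the group of 26 libraries. C02E7.6, R12E2.14 and R12E2.15 had the smallest p-values in eak-7;akt-1 dpy-21 among the 15 genes. C02E7.6 had 7.10 ± 4.68 (SD, n = 5) scaled counts in eak-7;akt-1, 19.0 ± 13.1 (SD, n = 5) in set-4(n4600);eak-7;akt-1 and 10.8 ± 3.69 (SD, n = 5) in set-4(dp268);eak-7;akt-1. Neither increase passed adjustment (limma, adjusted p = 0.200 and 0.669). The increases of R12E2.14 did not pass it either, at log2 fold changes of 1.29 and 0.95 (limma, adjusted p = 0.897 and 0.669). R12E2.15 did not pass 3 fragments in any eak-7;akt-1 library, so its fold changes are lower bounds. It was at least 1.16-fold higher in set-4(dp268);eak-7;akt-1, in 4 of 5 same-numbered pairs (exact permutation test, two-sided, p = 0.0317; limma, adjusted p = 0.647). In set-4(n4600);eak-7;akt-1 it was at least 1.01-fold higher, in 3 of 5 pairs (exact permutation test, two-sided, p = 0.357, and limma, adjusted p = 0.960). Both bounds lean on the highest library of the mutant. For set-4(dp268) this had 10.3 scaled counts against a mean of 3.89, and for set-4(n4600) 9.62 against a mean of 3.41. Of the genes called directly, the locus of MTCE.3 and MTCE.4 had a log2 fold change of -0.84 (standard error 0.167, adjusted p = 0.0214 from limma) in set-4(n4600);eak-7;akt-1. In set-4(dp268);eak-7;akt-1, srw-85 was at least 15.2-fold higher than in eak-7;akt-1, the Y48G8AL.12 locus had a log2 fold change of 1.86 (limma, adjusted p = 0.0370) and the locus that holds msra-1 had -1.09 (limma, adjusted p = 0.0355). The rise of srw-85 was not shared by the alleles. Its mean was 51.0 scaled counts in set-4(dp268);eak-7;akt-1, 0.422 in set-4(n4600);eak-7;akt-1 and 13.7 in wild type.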

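MTCE.34 shares a locus with MTCE.35 in the table, and this locus was in the SET-4 regulome here. It had 286 ± 96.4 (SD, n = 5) scaled counts in eak-7;akt-1, 133 ± 23.4 (SD, n = 5) in set-4(n4600);eak-7;akt-1 and 124 ± 37.2 (SD, n = 5) in set-4(dp268);eak-7;akt-1. Its log2 fold changes against eak-7;akt-1 were -1.05 (standard error 0.233, adjusted p = 0.0449 from limma) for set-4(n4600) and -1.19 (standard error 0.233, adjusted p = 0.00576 from limma) for set-4(dp268), with 5 of 5 same-numbered pairs lower for each allele. Means within the group of 26 libraries were 334, 134 and 124 scaled counts. In wild type the locus had 94.4 ± 20.8 (SD, n = 5) scaled counts, a log2 fold change of -1.56 (standard error 0.233, adjusted p = 8.24e-06 from limma). B0511.11, on chromosome I of WBcel235 from 10648600 to 10654237, was listed at 0 in all 35 libraries.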

Comparison of this gene set with SET-4-regulated genes identified in wild-type embryos and L3 larvae (Kramer et al., 2015) revealed minimal overlap [one gene (MTCE.34) among 94 regulated by SET-4 in embryos, and one gene (B0511.11) among 18 SET-4-regulated genes in L3 larvae]. This lack of concordance could be due to differences in genetic background (*eak-7;akt-1* versus wild-type), developmental stage (early L2 larvae versus embryos/L3 larvae) and/or ambient temperature (25°C versus 20°C).

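Compared with eak-7;akt-1, 135 loci changed in eak-7;akt-1 dpy-21, with 38 higher and 97 lower. The split depended on scaling, since 58 were higher and 46 lower after median-of-ratios rescaling, which moved the median log2 fold change of the tested loci by 0.21. Without a filter on low counts 55 loci were called, the largest move among the alternatives, and within the group of 26 libraries 106 were called. The DPY-21 regulome held 107 genes over all libraries and 87 within that group. C02E7.6 rose to 101 ± 15.6 (SD, n = 5) scaled counts in eak-7;akt-1 dpy-21, a log2 fold change of 3.80 (standard error 0.351, adjusted p = 2.72e-09 from limma). The log2 fold change of R12E2.14 was 4.31 (standard error 0.521, adjusted p = 5.49e-07 from limma). W08D2.11 and col-36 were at least 39.4-fold and at least 69.8-fold lower in eak-7;akt-1 dpy-21, where neither passed 3 fragments in any library. Both bounds lean on the highest eak-7;akt-1 library for the gene.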

A similar analysis with *eak-7;akt-1 dpy-21* mutants revealed 2431 genes that comprise the DPY-21 dauer regulome (Table S1). 

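Of the tested loci, 127 were X-linked, 872 were autosomal and 102 were not placed. In eak-7;akt-1 dpy-21, 13 X-linked loci changed compared with eak-7;akt-1, and 10 of them were higher. This number moved most when no filter on low counts was applied, to 2 loci. It was 8 within the group of 26 libraries.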

To validate the DPY-21 regulome, we found significant overlap between the set of 700 X-linked genes differentially expressed in *eak-7;akt-1 dpy-21* versus *eak-7;akt-1* animals with the 374 X-linked genes subject to dosage compensation in embryos (Jans et al., 2009) (119 genes; Fig. S4A and Table S2; *P*=2.1e^−26^). Three hundred and eight of the 333 genes that make up the SET-4 dauer regulome (92.5%) are also part of the DPY-21 dauer regulome (Fig. 4A and Table S1), suggesting that a functional relationship between DPY-21 and SET-4 may exist in post-embryonic dauer regulation.

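All 15 genes of the SET-4 regulome were also in the DPY-21 regulome. Genes enter any regulome only through the wild type comparison, which 129 tested genes passed, and most of these were in the DPY-21 regulome. Among the genes that passed, the overlap was 1.21 times the number expected (exact hypergeometric test, one-sided, p = 0.0504). With sets of these sizes the ratio cannot be higher nor the p-value lower, so that this comparison cannot show whether the overlap exceeds the shared step. Among all tested loci it was 10.3 times the number expected. The group of 26 libraries gave 17 shared genes. From the overlap the paper proposes that DPY-21 and SET-4 may be functionally related in dauer regulation after embryogenesis.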

**Fig. 4.**
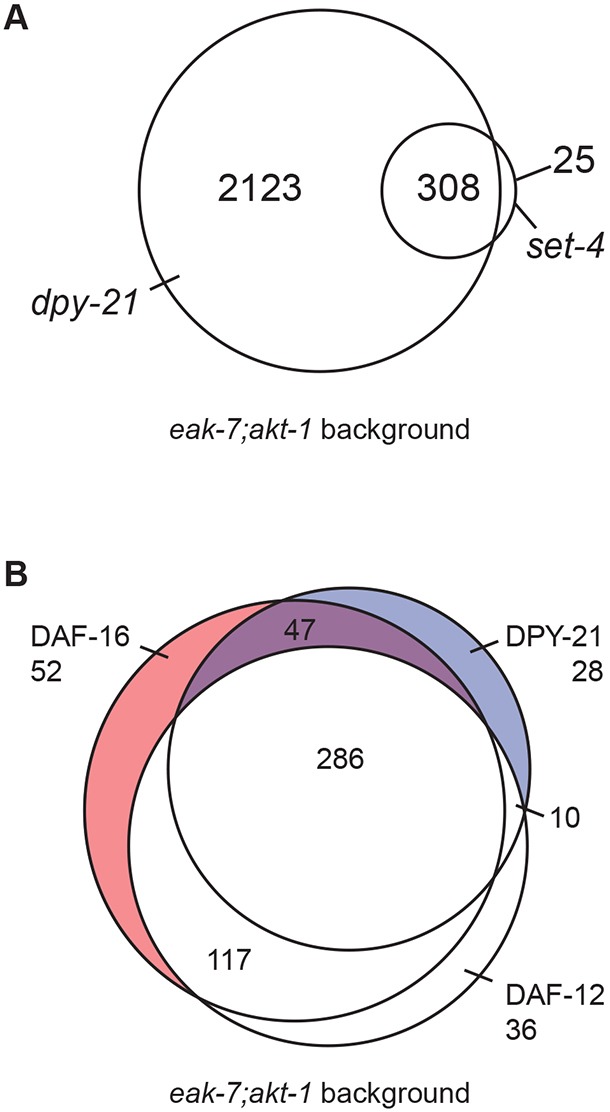
**Whole-transcriptome profiling defines genes coordinately regulated by DPY-21/SET-4 and DAF-16/FoxO.** (A) Venn diagram of genes regulated by SET-4 and DPY-21. Three-hundred and eight genes are coordinately regulated by SET-4 and DPY-21. (B) Venn diagram of X-linked genes regulated by DPY-21, DAF-16/FoxO and DAF-12. Forty-seven genes coordinately regulated by DPY-21 and DAF-16/FoxO but not by DAF-12 are depicted in purple and listed in Table S5. Data represent the aggregate of five biological replicate samples, each from thousands of progeny with no fewer than 200 animals per sample.

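In daf-16;eak-7;akt-1, 115 loci changed compared with eak-7;akt-1, with 46 higher and 69 lower, and 52 were higher and 63 lower after median-of-ratios rescaling. The DAF-16/FoxO regulome held 111 of the tested genes, and 103 within the group of 26 libraries. It moved most, to 73 genes, when different eak-7;akt-1 replicates were used for the comparisons with wild type and with daf-16;eak-7;akt-1. R12E2.14 had 131 ± 48.1 (SD, n = 5) scaled counts in daf-16;eak-7;akt-1, a log2 fold change of 5.17 (standard error 0.521, adjusted p = 7.42e-09 from limma). For the Y48G8AL.12 locus it was 4.91 (standard error 0.441, adjusted p = 8.76e-10 from limma). W08D2.11 was at least 36.2-fold lower and col-36 at least 64.0-fold lower, bounds that lean on the highest eak-7;akt-1 library for the gene.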

The DAF-16/FoxO regulome consists of 2957 genes (Table S1). This gene set overlapped significantly with both the 469-gene young adult DAF-16/FoxO regulome (Chen et al., 2015) (203 common genes; Fig. S4B and Table S3, *P*=3.2e^−115^) as well as the 1116-gene dauer regulome defined using *daf-7* TGFβ-like pathway mutants (Liu et al., 2004) (522 common genes; Fig. S4C and Table S4, *P*<1e^−100^). Furthermore, 65 of the 132 genes regulated by the DAF-7 TGFβ-like pathway that contained at least one upstream DAF-16/FoxO-binding motif (Liu et al., 2004) were part of the DAF-16/FoxO regulome [Fig. S4D and Table S4 (bold text), *P*=6.5e^−42^]. Most genes in the DAF-16/FoxO regulome (2282 of 2957 genes; 77.2%) are also regulated by DAF-12 (Fig. 4B and Table S1). 

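In eak-7;akt-1;daf-12, 110 loci changed compared with eak-7;akt-1, 55 in each direction, and 63 were higher and 41 lower after median-of-ratios rescaling. Here 100 genes were in the DAF-12 regulome, and 95 of the DAF-16/FoxO regulome genes were among them, or 85.6%. This overlap was 1.10 times the number expected among genes that passed the shared step (exact hypergeometric test, one-sided, p = 1.23e-06). That test does not take into account the eak-7;akt-1 libraries that both comparisons share, nor that the shared step selects on FDR in the mutants. The overlap was 86 genes within the group of 26 libraries. C02E7.6 had 392 ± 65.1 (SD, n = 5) scaled counts in eak-7;akt-1;daf-12, a log2 fold change of 5.74 (standard error 0.351, adjusted p = 9.96e-14 from limma). For the Y48G8AL.12 locus it was 5.88 (standard error 0.441, adjusted p = 1.28e-11 from limma). D2023.15 was at least 52.6-fold lower and W08D2.11 at least 39.4-fold lower. The lower bound for col-36, whose fall in mean log2 value was smaller than that of either, was 69.7-fold (limma, adjusted p = 0.00186). These bounds also lean on the highest eak-7;akt-1 library for each gene, which had 417 scaled counts for D2023.15.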

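The DPY-21 regulome contained 94 genes of the DAF-16/FoxO regulome, or 84.7%, and 86 of the DAF-12 regulome, or 86%. Among genes that passed the shared step these overlaps were 1.02 and 1.04 times the numbers expected (exact hypergeometric test, one-sided, p = 0.165 and 0.0798). They were 85 and 75 genes within the group of 26 libraries.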

Over two-thirds of genes that comprise both DAF-16/FoxO (2041 of 2957 genes; 69.0%; Table S1) and DAF-12 (1804 of 2556 genes; 70.6%; Table S1) regulomes are concordantly regulated by DPY-21.

### The X-linked *ins-9* gene is repressed by DPY-21, SET-4 and DAF-16/FoxO

Based on genetic epistasis experiments (Dumas et al., 2013) (Fig. 1), we hypothesized that DPY-21 and SET-4 influence DAF-16/FoxO activity through repression of X-linked genes. Moreover, in light of the neuronal site of action of SET-4 (Fig. 3C) and its expression in amphid sensory neurons (Fig. 3B), we speculated that key dauer regulatory genes subject to dosage compensation might function in a signaling capacity in the nervous system, upstream of DAF-12. Therefore, we examined the set of X-linked genes common to DPY-21 and DAF-16/FoxO regulomes that were not regulated by DAF-12, which acts downstream in the dauer regulatory cascade (Fielenbach and Antebi, 2008; Schaedel et al., 2012). This filtering strategy defined a set of 47 X-linked genes coordinately regulated by DPY-21 and DAF-16/FoxO but not influenced by *daf-12* mutation (Fig. 4B; Table S5).

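Among the tested genes, 12 X-linked genes were in the DAF-16/FoxO regulome, 12 in the DAF-12 regulome and 9 in the DPY-21 regulome. A single locus, shared by col-167 and col-168, was in the DPY-21 and DAF-16/FoxO regulomes and not in the DAF-12 regulome. It had 6.83 ± 2.64 (SD, n = 5) scaled counts in eak-7;akt-1, 1.98 ± 1.69 (SD, n = 5) in daf-16;eak-7;akt-1 and 3.93 ± 2.47 (SD, n = 5) in eak-7;akt-1 dpy-21. Its log2 fold change was -1.74 (standard error 0.480, adjusted p = 0.0108 from limma) in wild type, -1.54 (standard error 0.480, adjusted p = 0.0313 from limma) in daf-16;eak-7;akt-1 and -0.87 (standard error 0.480, adjusted p = 0.280 from limma) in eak-7;akt-1 dpy-21, so that the last difference did not pass adjustment. In eak-7;akt-1;daf-12 it was -0.54 (standard error 0.480, adjusted p = 0.652 from limma), lower in 4 of 5 same-numbered pairs and just short of a 1.5-fold change. The 2 mutants thus lie apart by less than a standard error at this locus, eak-7;akt-1;daf-12 outside the criteria and eak-7;akt-1 dpy-21 within them. With a pseudocount of 0.5, 0 loci met these criteria, while 254 of all tested loci had an unadjusted p-value below 0.05 in eak-7;akt-1 dpy-21. F08B12.4 alone met them within the group of 26 libraries, a gene named here after its values were seen.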

Among these X-linked genes was *ins-9*, which encodes one of 40 *C. elegans* ILPs (Pierce et al., 2001). Transcriptome profiling revealed that *ins-9* is silenced in *eak-7;akt-1* animals in a manner that requires both *daf-16/FoxO* and *dpy-21* (Table S2). 

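The ins-9 gene lies on chromosome X of WBcel235 from 8866099 to 8866663 on the reverse strand and has 2 exons, and in the table it shares a locus with ubc-22. Wild type replicates 6, 7, 8, 9 and 10 had 3, 2, 3, 1 and 0 fragments at this locus, and all 5 eak-7;akt-1 libraries had 0 (exact permutation test, two-sided, p = 0.0476). The same replicates of daf-16;eak-7;akt-1 had 0, 1, 1, 1 and 2 fragments (exact permutation test against eak-7;akt-1, two-sided, p = 0.0476). In eak-7;akt-1 dpy-21 a single fragment was found over 5 libraries, and a difference from eak-7;akt-1 was not detectable at this depth (exact permutation test, two-sided, p = 1). A single fragment was also found in each of the set-4 mutants, and eak-7;akt-1;daf-12 had 0. Since no library passed 3 fragments, no fold change is given. In the fit of genes under the filter, limma gave an adjusted p-value of 0.00250 for wild type and 0.0680 for daf-16;eak-7;akt-1 versus eak-7;akt-1. That fit shares a spread over all genotypes. Scaled counts had an SD of 1.37 in wild type and 0 in eak-7;akt-1, so the limma p-values are not reliable at this locus. Wild type values within the group of 26 libraries were 3, 3 and 1 fragments and those of eak-7;akt-1 were 0. The paper concludes from its profiling that silencing of ins-9 in eak-7;akt-1 requires both daf-16/FoxO and dpy-21.

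**Figure D1:**
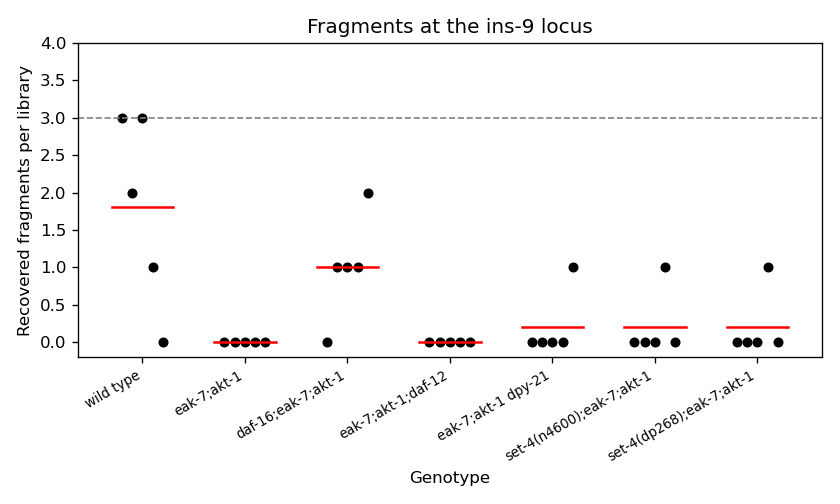
Fragments recovered at the ins-9 locus (vertical axis, fragments per library) in each genotype (horizontal axis), with points for the 5 libraries, red lines for their means and a dashed line at 3 fragments. The eak-7;akt-1 libraries all lie at 0, and the highest wild type libraries lie at 3 fragments.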

We verified this by qPCR; *ins-9* expression was reduced more than 30-fold in *eak-7;akt-1* double mutants compared with wild-type animals (Fig. 5A). Full repression required DAF-16/FoxO as well as DPY-21 and SET-4, but was independent of *daf-12*. Notably, a *daf-16/FoxO*-null mutation did not restore *ins-9* transcript levels to wild-type levels. Furthermore, mutation of either *dpy-21* or *set-4* increased *ins-9* expression by substantially greater than twofold (Fig. 5A; 7.5-fold increase in *set-4;eak-7;akt-1* versus *eak-7;akt-1*; 13.5-fold increase in *eak-7;akt-1 dpy-21* versus *eak-7;akt-1*). Taken together, these observations suggest that DAF-16/FoxO and DPY-21/SET-4 act synergistically to repress *ins-9*.

**Fig. 5.**
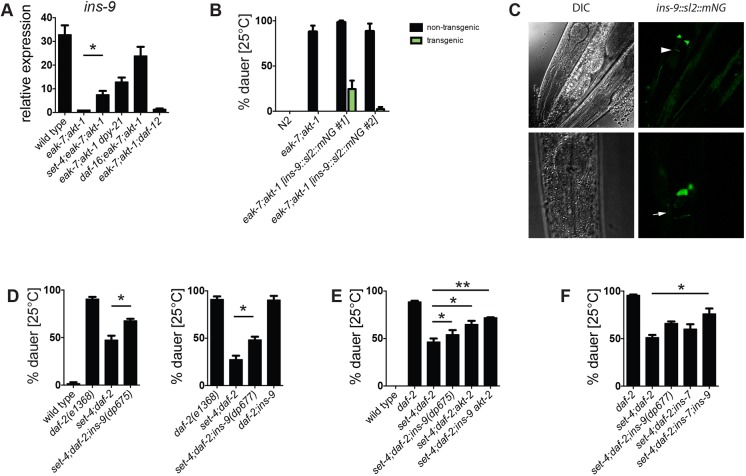
**SET-4 promotes dauer arrest by repressing the X-linked *ins-9* gene.** (A) *ins-9* is repressed by DPY-21, SET-4 and DAF-16/FoxO but not DAF-12. Results are the mean±s.e.m. of five experiments. (B) *ins-9* overexpression suppresses dauer arrest in *eak-7;akt-1* animals. Non-transgenic (NT) and transgenic (T) progeny of transgenic hermaphrodites are shown. *n*=1200, 1522, 718/156 (NT/T), 702/210 (NT/T). (C) An *ins-9::SL2::mNG* transgene is expressed specifically in ASI sensory neurons. The arrowhead indicates the top of the nerve ring; the arrow indicates the ASI axon. Representative images are shown (*n*=20). (D) Two *ins-9* nonsense mutations partially rescue dauer arrest in *set-4;daf-2* mutants. *n*=957, 1205, 1398 (left); *n*=892, 1028, 897 (right). (E) *ins-9* and *akt-2* mutations rescue dauer arrest in an additive fashion in *set-4;daf-2* mutants (*n*=949, 1281, 1334, 1524, 1333, 1478). (F) *ins-9* and *ins-7* mutations rescue dauer arrest in an additive fashion in *set-4;daf-2* mutants (*n*=1396, 1251, 754, 827, 1327). *P<0.05, **P<0.01.

### *ins-9* overexpression phenocopies dauer suppression caused by *dpy-21* or *set-4* mutation

INS-9 was an attractive candidate regulator of dauer arrest and DAF-2 ILS, as multiple ILPs have been shown to control dauer arrest through DAF-2/InsR (Cornils et al., 2011; Fernandes de Abreu et al., 2014; Hung et al., 2014; Li et al., 2003; Murphy et al., 2003; Pierce et al., 2001). If derepression of *ins-9* contributes to suppression of *eak-7;akt-1* dauer arrest in dosage compensation mutants, then *ins-9* overexpression should phenocopy dauer suppression caused by *set-4* or *dpy-21* mutation. We tested this by establishing transgenic strains harboring a polycistronic construct that permitted expression of both *ins-9* and *mNeonGreen* (Shaner et al., 2013) fused to an SL2 leader sequence (Blumenthal, 2005) under the control of native *ins-9* 5′ and 3′ regulatory elements (*ins-9::SL2::mNG*). In two independent transgenic lines, *ins-9* overexpression (indicated by mNeonGreen detection) suppressed the dauer-constitutive phenotype of *eak-7;akt-1* double mutants (Fig. 5B). Therefore, *ins-9* overexpression recapitulated the phenotype caused by *set-4* and *dpy-21* mutations (Dumas et al., 2013) (Fig. 1B). These data are consistent with INS-9 acting as an agonist DAF-2/InsR ligand.

### *ins-9* is expressed specifically in a single pair of amphid neurons

Previous studies using reporters driven by the *ins-9* promoter suggested that *ins-9* is expressed in the ASI and ASJ amphid neurons, as well as in additional tissues (Chen and Baugh, 2014; Pierce et al., 2001; Ritter et al., 2013). By contrast, in transgenic L2 larvae expressing *ins-9::SL2::mNG*, we consistently observed green fluorescence solely in one pair of sensory neurons. In animals in which neuronal morphology was discernable, we identified the fluorescent cells as the ASI amphid neurons (Fig. 5C). We did not observe fluorescence in more than one pair of amphid neurons in any animal, nor did we detect fluorescence in other neurons or tissues. As *ins-9::SL2::mNG* contains genomic elements from the *ins-9* locus that are missing from other reporters in the literature (Chen and Baugh, 2014; Pierce et al., 2001; Ritter et al., 2013), these observed patterns of expression are likely to be physiologically relevant.

### *ins-9* and *akt-2* are required for suppression of dauer arrest by *set-4* mutation

To determine the extent to which *ins-9* derepression contributes to dauer suppression in *set-4* mutants, we tested the ability of *set-4* to suppress the dauer-constitutive phenotype of *daf-2/InsR* mutants in wild-type and *ins-9* loss-of-function backgrounds. We generated strong loss-of-function *ins-9* alleles using CRISPR/Cas9 genome editing (Paix et al., 2015). Two probable null alleles, *dp675* and *dp677*, have nonsense mutations in the F-peptide region of *ins-9* that lies N-terminal to the functional B and A peptides (Pierce et al., 2001) (Fig. S5). Although neither allele induced dauer arrest in a wild-type background, both *ins-9(dp675)* and *ins-9(dp677)* partially rescued dauer arrest in *set-4;daf-2* double mutants (Fig. 5D), indicating that dauer suppression caused by *set-4* mutation is due in part to de-repression of *ins-9*.

We previously showed that the X-linked gene *akt-2* is required for dauer suppression caused by *dpy-21* mutation (Dumas et al., 2013). We verified that *akt-2* transcripts increase two-fold in *eak-7;akt-1* double mutants when *set-4* or *dpy-21* is mutated (Fig. S6A). Similar to *ins-9* mutation, *akt-2* mutation also partially rescued dauer arrest in animals lacking *set-4* (Fig. 5E), and the phenotypic effects of *ins-9* and *akt-2* mutations on dauer arrest may be additive (Fig. 5E). However, *set-4;daf-2;ins-9 akt-2* compound mutant animals still did not undergo dauer arrest to the same extent as *daf-2* single mutant animals (Fig. 5E), indicating that regulation of additional genes may contribute to dauer arrest.

### The autosomal *ins-7* gene contributes to suppression of dauer arrest by *set-4* mutation

As the only X-linked *ins* gene, *ins-9* is the sole *ins* gene subject to direct regulation by dosage compensation or other X-chromosome-specific mechanisms of gene regulation. However, it is conceivable that other *ins* genes could contribute to dauer regulation through indirect effects on their expression. Genes encoding three agonist ILPs, INS-4, INS-6 and DAF-28, are expressed in the ASI sensory neurons and have established roles in inhibiting dauer arrest and promoting reproductive development (Cornils et al., 2011; Hung et al., 2014; Li et al., 2003). To determine whether regulation of *ins-4*, *ins-6* and/or *daf-28* contributes to dauer suppression in this context, we measured *ins-4*, *ins-6* and *daf-28* transcript levels in wild-type, *eak-7;akt-1* double mutant and *eak-7;akt-1* triple mutants with reduced DPY-21 or SET-4 activity. None of these genes was repressed in *eak-7;akt-1* double mutants compared with wild-type animals, nor did loss of *set-4* or *dpy-21* cause significant increases in their expression (Fig. S6B-D). Therefore, neither DPY-21 nor SET-4 influences dauer arrest through regulation of *ins-4*, *ins-6* and *daf-28* expression.

To determine whether other ILPs could contribute to dauer regulation by DPY-21 or SET-4, we searched the set of genes common to DAF-16/FoxO and DPY-21 regulomes for *ins* genes. Seven *ins* genes are concordantly regulated by DAF-16/FoxO and DPY-21 based on FPKM counts from whole-transcriptome data (Table S6). 

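In these libraries 5 loci with an ins gene or daf-28 passed the filter, and 0 of them met the criteria for both the DAF-16/FoxO and DPY-21 regulomes. An unadjusted p-value below 0.05 in both comparisons was found at 2 of them. Within the group of 26 libraries, a setting chosen after the data had been seen and the one that moved this number most, 3 met the criteria. These were ins-7, ins-35 and the locus shared by ins-25, ins-27 and ins-29.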

Two genes encoding putative antagonist ILPs, *ins-20* and *ins-11* (Fernandes de Abreu et al., 2014), are repressed by DAF-16/FoxO and DPY-21; however, an increase in their expression in *dpy-21* mutants would be expected to enhance, rather than suppress, dauer arrest. Similarly, two *ins* genes encoding agonist ILPs, *ins-33* and *ins-35* (Fernandes de Abreu et al., 2014; Michaelson et al., 2010), are induced by DAF-16/FoxO and DPY-21; a decrease in their expression in *dpy-21* mutants would also be expected to enhance dauer arrest if changes in their expression were functionally important in dauer regulation. 

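ins-20, on chromosome II of WBcel235 from 6010844 to 6011321, was listed at 0 in all 35 libraries. ins-11, on chromosome II of WBcel235 from 5556731 to 5557173, had at most 2 fragments in any library and 0 in eak-7;akt-1. No fold change between genotypes is given for either gene.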

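ins-33, on chromosome I of WBcel235 from 13637845 to 13639311, was listed at 0 in all 35 libraries. ins-35, on chromosome V of WBcel235 from 20375536 to 20376302, had 232 ± 207 (SD, n = 5) scaled counts in eak-7;akt-1, 57.0 ± 34.0 (SD, n = 5) in daf-16;eak-7;akt-1 and 58.2 ± 53.3 (SD, n = 5) in eak-7;akt-1 dpy-21. Over all libraries its log2 fold changes against eak-7;akt-1 were -1.28 (standard error 1.61, adjusted p = 0.752 from limma) and -1.80 (standard error 1.61, adjusted p = 0.567 from limma), which were not larger than the spread between replicates. Within the group of 26 libraries they were -2.43 (limma, adjusted p = 5.91e-08) and -2.0 (limma, adjusted p = 6.46e-06). In the libraries outside this group ins-35 had between 0 and 6 fragments.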

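ins-16, on chromosome III of WBcel235 from 2060623 to 2060957, did not pass 3 fragments in any library of eak-7;akt-1, daf-16;eak-7;akt-1 or eak-7;akt-1 dpy-21. ins-29, on chromosome I of WBcel235 from 14018799 to 14019759, shares a locus with ins-25 and ins-27, and fragments of these genes were not separated. This locus had 80.2 ± 9.98 (SD, n = 5) scaled counts in eak-7;akt-1, 55.9 ± 2.19 (SD, n = 5) in daf-16;eak-7;akt-1 and 52.5 ± 11.9 (SD, n = 5) in eak-7;akt-1 dpy-21. Its log2 fold changes were -0.51 (standard error 0.151, adjusted p = 0.0239 from limma) and -0.62 (standard error 0.151, adjusted p = 0.00515 from limma), the first of them below a 1.5-fold change. Within the group of 26 libraries they were -0.61 and -0.70. With the 3 rescalings, edgeR and DESeq2 the first lay between -0.54 and -0.41, at adjusted p-values from 0.00982 to 0.0560, and the second between -0.41 and -0.30, at adjusted p-values from 0.0690 to 0.187. ins-7, on chromosome IV of WBcel235 from 9682011 to 9682845, had at most 1 fragment in an eak-7;akt-1 library. It was at least 1.68-fold higher in daf-16;eak-7;akt-1 (exact permutation test, two-sided, p = 0.0476) and at least 1.48-fold higher in eak-7;akt-1 dpy-21 (exact permutation test, two-sided, p = 0.0476). The adjusted p-values from limma were 0.0437 and 0.0660.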

DAF-16/FoxO and DPY-21 induce the expression of two *ins* genes of unknown function, *ins-16* and *ins-29* (Fernandes de Abreu et al., 2014)*.* Finally, *ins-7*, which encodes an agonist ILP (Murphy et al., 2007, 2003), is repressed by DAF-16/FoxO and DPY-21 (Murphy et al., 2007, 2003) (Table S6). As *ins-7* and *ins-9* both encode agonist ILPs, are concordantly regulated by DAF-16/FoxO and DPY-21, and have been shown to influence dauer arrest (Murphy et al., 2007, 2003) (Fig. 5C-E), we tested *ins-7* for a role in promoting reproductive development in *dpy-21* and *set-4* mutants. We verified *ins-7* repression by DAF-16/FoxO, SET-4 and DPY-21 using qPCR (Fig. S6E). The *ins-7(tm1907)* deletion allele partially rescued dauer in *set-4;daf-2* animals and may have an additive effect with *ins-9* mutation on dauer suppression (Fig. 5F). Thus, SET-4 may influence dauer arrest through both the direct repression of X-linked genes such as *ins-9* and *akt-2* and perhaps the indirect regulation of autosomal dauer regulatory genes such as *ins-7*.

## DISCUSSION

Although much is known about the conserved signaling pathways that control *C. elegans* dauer arrest, how these pathways are regulated by upstream inputs is poorly understood. In the present study, we have established a framework for understanding how DPY-21 and SET-4 promote dauer arrest in the context of reduced DAF-2 ILS. Specifically, we have discovered that the conserved H4K20 methyltransferase SET-4 acts in the nervous system to promote dauer arrest. It does so, in part, by synergizing with DAF-16/FoxO to repress the X-linked insulin-like peptide gene *ins-9*. We hypothesize that SET-4 and DPY-21 act similarly to repress *ins-9* and *akt-2* directly, thus attenuating DAF-2 ILS and promoting dauer arrest through activation of DAF-16/FoxO (Fig. 6).

**Fig. 6.**
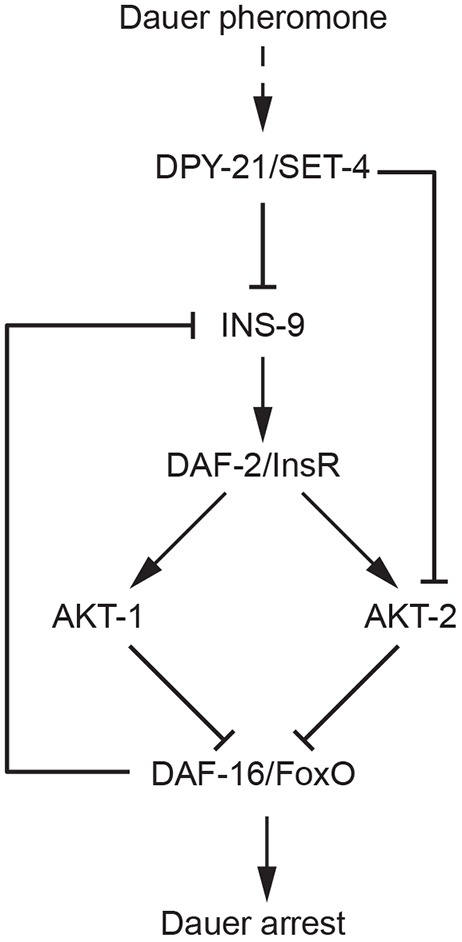
**Hypothetical model of dauer regulation by pheromone through DPY-21/SET-4 and DAF-2 ILS.** DPY-21 and SET-4 act in concert to promote transduction of pheromone cues by repressing X-linked genes encoding the DAF-2/InsR agonist INS-9 and the serine/threonine kinase AKT-2, resulting in increased DAF-16 activation and subsequent dauer arrest.

Although INS-9 has been predicted to function as an agonist ILP based both on structural models that indicate similarity to the agonist ILPs INS-4, INS-6 and DAF-28 (Pierce et al., 2001) and on expression changes upon starvation and feeding of larvae (Chen and Baugh, 2014), analysis of existing *ins-9* mutants has not revealed phenotypes consistent with this (Fernandes de Abreu et al., 2014). This may be due to *ins-9(tm3618)* not being a strong loss-of-function allele. By contrast, our analysis of transgenic animals overexpressing *ins-9* (Fig. 5B) and mutant animals harboring nonsense *ins-9* alleles (Fig. 5D-F) provides the first experimental evidence demonstrating that INS-9 is an agonist ILP.

Several ILPs have been implicated in dauer regulation (Cornils et al., 2011; Fernandes de Abreu et al., 2014; Hung et al., 2014; Li et al., 2003; Murphy et al., 2003; Pierce et al., 2001). However, the mechanistic basis for how environmental cues regulate ILPs remains obscure. The initial events that control dauer arrest through DAF-2 ILS likely take place in the amphid sensory neurons, which are required for dauer formation in response to pheromone (Schackwitz et al., 1996; Vowels and Thomas, 1994). Indeed, genes encoding INS-4, INS-6 and DAF-28, which collectively play a major role in promoting reproductive development through DAF-2 ILS (Cornils et al., 2011; Hung et al., 2014; Li et al., 2003), are expressed in ASI (Chen and Baugh, 2014; Cornils et al., 2011; Hung et al., 2014; Li et al., 2003), and the transcription of *ins-6* and *daf-28* is inhibited by dauer pheromone through unknown mechanisms (Cornils et al., 2011; Li et al., 2003). Our finding that DPY-21 and SET-4 influence dauer arrest in part by repressing the X-linked *ins-9* gene provides a potential mechanistic link between a dauer-regulatory environmental cue and an ILP expressed in sensory neurons that control the dauer decision.

An intriguing but incompletely understood aspect of dauer morphogenesis is the mechanistic basis for the commitment of larvae to either the reproductive or dauer developmental fate. Assays in which larvae are shifted between favorable and unfavorable conditions at different times after hatching indicate the existence of commitment points beyond which animals develop reproductively or arrest as dauers regardless of ambient conditions (Golden and Riddle, 1984; Schaedel et al., 2012). Commitment to reproductive development correlates temporally with the activation of a feed-forward loop amplifying organismal DA biosynthesis through DA-dependent induction of DAF-9 expression in the hypodermis (Schaedel et al., 2012). However, the XXX cells (Ohkura et al., 2003), which are thought to be the sole source of DA biosynthesis prior to the commitment point (Schaedel et al., 2012), are not in direct contact with the environment. Therefore, they must receive upstream inputs from sensory neurons that convey information about ambient conditions.

Our finding that DPY-21 and SET-4 synergize with DAF-16/FoxO to repress *ins-9* is consistent with a hypothetical model in which INS-9 may function as a key node in an autocrine feed-forward loop in the ASI sensory neurons that reinforces levels of its own expression in response to changing environments, upstream of DA biosynthesis in the XXX cells and hypodermis. In replete conditions, *ins-9* expression in ASI is expected to lead to activation of DAF-2 ILS and inhibition of DAF-16/FoxO. As DAF-16/FoxO inhibits *ins-9* expression, decreased DAF-16/FoxO activity would lead to increased *ins-9* expression, which would presumably lead to further activation of DAF-2 ILS and inhibition of DAF-16/FoxO, both in an autocrine fashion in ASI as well as in other cells that express DAF-2/InsR. In the context of increased population density, pheromone would promote *ins-9* repression through DPY-21 and SET-4, and reduce autocrine and paracrine engagement of DAF-2/InsR, resulting in DAF-16/FoxO activation, further repression of *ins-9* and dauer arrest (Fig. 6). The effect of DPY-21 and SET-4 would not be limited to sensory neurons, as they would also act in other cells responding to INS-9 to control their sensitivity to ILPs by repressing *akt-2* (Dumas et al., 2013) (Fig. 6 and Fig. S6A). In addition, *ins-9* regulation may also be amplified through other ILPs such as INS-7, which functions in a feed-forward loop in adults to coordinate DAF-16/FoxO activity throughout the animal (Murphy et al., 2007).

## MATERIALS AND METHODS

### *C. elegans* strains and maintenance

Mutant alleles are listed in the supplementary Materials and Methods. Compound mutants were generated using standard protocols. All animals were maintained on nematode growth media (NGM) plates seeded with *E. coli* OP50 using standard techniques. Strains are available upon request.

### Dauer arrest assays

Dauer arrest assays were performed as previously described (Hu et al., 2006). *daf-9(dh6)* mutant animals were propagated on NGM plates supplemented with 10 nM Δ^7^-DA, then transferred to NGM plates for egglays as previously described (Dumas et al., 2013). For male dauer assays, males were crossed to isogenic L4 hermaphrodites, and the gender of dauer progeny was determined after dauer exit.

### Dauer pheromone assays

Dauer pheromone was prepared as previously described (Golden and Riddle, 1982; Schroeder and Flatt, 2014). Details are provided in the supplementary Materials and Methods.

### Generation of transgenic strains

Details pertaining to the generation of reporter constructs and transgenic strains are provided in the supplementary Materials and Methods.

### CRISPR/Cas9-based mutagenesis

*ins-9(dp675)* and *ins-9(dp677)* were generated using recombinant crRNA and tracrRNA (Dharmacon) and Cas9 (PNA Bio) as described previously (Paix et al., 2015). See Table S7 for sequences of guide RNAs and repair oligonucleotides.

### RNA isolation

Greater than 200 gravid hermaphrodites were allowed to lay eggs for 6 h at 20°C and then removed. Eggs were transferred to 25°C for 24 h. Larvae were harvested, washed once in M9 buffer and once in water, and resuspended in TRIzol (Invitrogen). After five sequential freeze-thaws, RNA was extracted using chloroform. Extracted RNA was purified using a Direct-zol RNA Miniprep Kit (Zymo Research).

### qPCR

cDNA was synthesized with oligo-dT priming using the SuperScript III First Strand Synthesis Kit (Invitrogen). The equivalent of 10 ng of starting RNA was used as template in a 15 μl reaction using the Quantitect SYBRgreen qPCR Kit (Qiagen). Reactions were performed in a RotorGene 6000 (Corbett Research) and results analyzed using RotorGene 6000 Software (version 1.7). Samples were normalized to *pmp-3* expression prior to comparison between groups (Hoogewijs et al., 2008). See Table S8 for primer sequences. Relative expression was calculated as described (Nolan et al., 2006).

### Confocal microscopy

Animals were mounted on slides layered with a thin 3% agarose pad containing 25 mM sodium azide. Images were captured on a Leica Inverted SP5X Confocal Microscope (Leica) using LAS AF software.

### RNA-seq analysis

Whole-transcriptome profiling was performed by the University of Michigan DNA Sequencing Core as previously described (Chen et al., 2015) using 100 ng input RNA per sample. Samples were barcoded and multiplexed, and 100-nucleotide paired-end sequencing was performed using an Illumina HiSeq 2000 sequencer and Version 4 reagents. Five experimental replicates were analyzed. Correlation coefficients between replicates and genotypes are shown in Table S9.

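Over the log2 values of the tested loci, Pearson's r between replicates of a genotype had a median of 0.870 over 70 pairs of libraries and ranged from 0.629 to 0.921. Over the 525 pairs of libraries of different genotypes the median was 0.796. The 30 pairs of replicates that lay across the groups of 26 and 9 libraries had a median of 0.689, and pairs within a group had a median of 0.891. These are correlations across loci, and loci are not independent replicates.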

Annotated gene expression data output from CuffDiff v2.2.1 (Trapnell et al., 2013) was read into R version 3.2.1 (2015-06-18; The R Foundation for Statistical Computing; http://www.r-project.org/) for six comparisons: *eak-7;akt-1* compared with: (1) wild type, (2) *daf-16(mu86);eak-7;akt-1*, (3) *daf-12;eak-7;akt-1*, (4) set*-4(n4600);eak-7;akt-1*, (5) *set-4(dp268);eak-7;akt-1* and (6) *dpy-21;eak-7;akt-1*. We filtered genes using the following criteria: (1) status=‘OK’ for wild type versus *eak-7;akt-1*, (2) fold change (FC) ≥1.5 or FC ≤1/1.5 for wild type versus *eak-7;akt-1* and (3) FDR <0.05 for at least two separate comparisons.

DAF-16 targets were defined as those filtered genes that also met (1) status=‘OK’ for *eak-7;akt-1* versus *daf-16;eak-7;akt-1* and (2) FC ≥1.5 for *eak-7;akt-1* versus *daf-16;eak-7;akt-1* in the opposite direction to wild type versus *eak-7;akt-1*. DPY-21, SET-4 and DAF-12 targets were determined in an analogous fashion. For SET-4, we generated a list of SET-4 targets that showed FC ≥1.5 or FC ≤1/1.5 for both *set-4* alleles, and a list that showed these changes for either one or both *set-4* alleles. Lists of overlapping targets were then generated from these target lists.

The significance of overlap with dosage-compensated X-linked genes (Jans et al., 2009), strongly regulated dauer genes (Liu et al., 2004) and DAF-16 targets in the *daf-2(e1370)* background (Chen et al., 2015) was calculated using a hypergeometric distribution, assuming 5863 X-linked transcripts and 46233 genome-wide transcripts in *C. elegans* detected in our RNA-seq analysis (by either the UCSCce10 reference transcriptome or *de novo* transcript assembly). If necessary, common WormBase Gene identifiers were downloaded from WormBase version WS250 (intermine.wormbase.org).

### Immunoblotting and antibodies

To generate protein lysates, animals were washed in M9, then in sterile water. Pelleted animals were resuspended in equal volumes of worm lysis buffer (Webster et al., 2013), incubated at 85°C for 5 min, then sonicated on ice for two cycles of 30 s each at 70% power using a Sonic Dismembrator Model 100 (Fisher Scientific). Homogenates were quantified using a DC Protein Quantification Kit (BioRad). Protein (50 μg per lane) was loaded using Criterion systems (BioRad) and transferred to Immobilon Psq (Millipore). Details pertaining to antibodies are provided in the supplementary Materials and Methods. Membranes were blocked with 5% milk in TBS+0.5% Tween 20. Antibodies were diluted in Western Blocking Solution (Sigma) prior to incubation with membranes. Blots were washed with TBS+0.5% Tween 20. Signal was detected by ECL (Pierce).

### Histone methyltransferase assay

*set-4* cDNAs were amplified from RNA isolated from wild-type or *set-4(dp268)* mutant animals. Human *Suv420H2* cDNA was obtained from Origene. Clones were ligated into pGEX4T1 vector (GE Healthcare). Protein expression was induced overnight at 16°C with 0.1 mM IPTG in BL21-CodonPlus(DE3)-RIPL cells (Agilent Technologies) grown in Terrific Broth (Invitrogen)+4% glycerol (Sigma). Cells were disrupted using a Sonic Dismembrator Model 100 sonicator (Fisher Scientific), with four cycles of ten 1 s on/off pulses of 10-30% intensity. Lysates were cleared by centrifugation at 20,000 ***g*** for 5 min and incubated with Glutathione-Sepharose beads (GE Healthcare) rotating overnight at 4°C. Expression of recombinant protein was confirmed by Coomassie staining and anti-GST immunoblot. Beads bound to recombinant protein were incubated in 10 mM Tris (pH 8.0), 2 μM β-mercaptoethanol, and 7 mM S-adenosylmethionine (Sigma) in the presence of 2 mM substrate peptide corresponding to amino acids 8-30 of *C. elegans* histone H4 (AnaSpec) rotating for 4 h at 30°C. Reactions were analyzed using a Waters MicroMass MALDI-TOF mass spectrometer and analyzed with MassLynx software. Ratios of peak heights corresponding to reactant and product peptide were calculated to define percent conversion.

### Male rescue assay

Mated gravid hermaphrodites were placed on NGM plates to lay eggs for 24 h at 20°C. Egglayers were removed, and the numbers of hatchlings and eggs were counted. After 72 h, the animals were moved to 4°C to slow their movement. Male rescue was calculated as the ratio of live males to total eggs laid. Each experiment was performed in triplicate.

### Statistics

Two-tailed Student's *t*-test was used to measure significance in experiments unless otherwise noted. Data are presented as the average±standard error of the mean (s.e.m.) of at least three biological replicates, each replicate performed in triplicate. *n* values for dauer assays are listed from left to right.

How the deposited data were processed for this re-analysis (not part of the article)

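RNA-seq values of 35 libraries were analysed, 5 replicates of each of 7 genotypes. The authors deposited a signal for each locus and library, which is a CuffDiff fragment count divided by a size factor for the library, over loci of a reference transcriptome and de novo assembly. In every library nearly all values of this signal fell on whole multiples of a step, worth between 0.669 and 1.43 scaled counts per fragment, and fragments were recovered by dividing by the step. Replicate numbers 6 to 10 were taken from the sample titles and paired libraries across genotypes. Counting and scaling were used as the authors made them, and reads were not analysed here.

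Each library held between 34193 and 88068 fragments, of which the 10 largest loci took between 32.2% and 42.4%. The housekeeping genes eef-1A.1 and pmp-3 were listed at 0 in every library, while rpl-41 had a mean of 3774 scaled counts. Counts leaned to short transcripts. Among loci of a single coding gene, 18.6% passed the filter at 301 to 400 nt and 2.03% at 801 to 1000 nt. act-4, at 1601 nt, had 3 fragments over all libraries. The cause was not tested, and a 0 at a longer transcript does not show low expression. A group with at most 3 fragments in each library was treated as at the floor. A fold change against such a group is a lower bound, and none is given when both groups are at the floor. Lower bounds can order genes otherwise than the log2 fold changes by which genes were ranked. Floors cover counting error only, since fragments carried no molecular identifiers.

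Differences were tested with limma 3.58.1 in R 4.3.3 on log2(scaled count + 1), with a trend and Benjamini-Hochberg adjustment within each comparison, at a fold change of at least 1.5 and an adjusted p-value below 0.05. A locus was tested when it had at least 5 scaled counts in at least 5 libraries, which stood in for the status column of CuffDiff. Regulomes followed the paper's rule, which takes genes past the fold change in wild type versus eak-7;akt-1, with an FDR in at least 2 of the 6 comparisons with eak-7;akt-1 and the same direction and fold change in the mutant. Chromosomes came from gene names in the WBcel235 annotation and, where a name was missing, from the order of loci, and these gave the same chromosome for 99.99% of loci placed by name. Single genes were also compared with exact permutation tests of log2 values in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

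The fit behind the counts was run in 3 versions, and the counts of the first versions had been seen before the last was adopted. The first added to the fit the loci of genes named by the paper that failed the filter, the second added only those above 0 in some library, and the last held only loci that passed the filter, as the design set before the data were examined states. In this order the versions gave 113, 113 and 115 changed loci for daf-16;eak-7;akt-1, 108, 110 and 110 for eak-7;akt-1;daf-12, 134, 134 and 135 for eak-7;akt-1 dpy-21 and 3, 2 and 2 for set-4(n4600);eak-7;akt-1, each versus eak-7;akt-1. The counts for wild type and set-4(dp268);eak-7;akt-1 did not differ between versions. Genes under the filter were tested in a further fit that was read for those genes alone.

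The test was tried on simulated data with 1101 loci, of which 200 were changed, at the dispersion of each locus in these libraries. It called 62.4% of loci changed 4-fold and 34.3% of loci changed 2-fold, with 4 calls among unchanged loci and 0 in a comparison without change. An earlier run had capped the dispersion below that of the libraries, which raised the share of loci called, and was replaced.

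Genes were named by a rule. It takes every gene the paper names, the 2 with the largest rise and the 2 with the largest fall in each comparison with eak-7;akt-1 among called genes with a symbol and the same direction in all 5 same-numbered pairs, ranked by log2 fold change from limma, and up to 3 genes with the smallest p-value in eak-7;akt-1 dpy-21 for the SET-4 regulome and the X-linked set. Alternatives covered the pseudocount, the filter, the scaling, the model, the adjustment, the fold change, each replicate number left out and the choice of eak-7;akt-1 libraries, with edgeR 4.0.16 and DESeq2 1.42.0 on recovered fragments. Alternatives that used the groups of libraries on the first principal component were added after the data had been seen. The paper's qPCR measurements and supplementary tables were not analysed here.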

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

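The counts of label splits were set before the results were seen, and the tests of the group of 9 libraries by fragments, depth, genotype, replicate number and locus length were chosen only after it was seen. Of the 119 groups of 5 libraries examined, 14 had a library far from the other 4, where chance gives about 5% of groups. In several of them the group lay at the floor and the far library differed from the rest by at most 3 fragments. These were W08D2.11, with 1.05 scaled counts in a wild type library and 3.30 in an eak-7;akt-1 dpy-21 library, col-36, with 0.835 and 0.669 scaled counts in a library of the same genotypes, and srw-85, with 2.11 scaled counts in a set-4(n4600);eak-7;akt-1 library. Counting noise alone gives such values, and no biological explanation was tested.

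Above the floor, the highest eak-7;akt-1 library had 6.49 scaled counts of R12E2.14, 833 of col-36 and 15.2 of C02E7.6. The highest set-4(dp268);eak-7;akt-1 library had 27.6 scaled counts of R12E2.14 and 10.3 of R12E2.15. A wild type library had 5.01 scaled counts at the locus of col-167 and col-168, and a daf-16;eak-7;akt-1 library had 49.1 of daf-28. No explanation, technical or biological, was tested for these single libraries.

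The lowest libraries for ins-35 had 1.88 scaled counts in eak-7;akt-1;daf-12 and 4.26 in set-4(n4600);eak-7;akt-1. In both genotypes this was the library in the group of 9 that separates on the first principal component. That group had fewer fragments (permutation test, two-sided, p = 4.00e-05), and low ins-35 in these libraries may reflect whatever separates the group rather than genotype. With every library drawn down to 34193 fragments, 103 loci were still at least 4-fold lower in the group, so that depth by itself does not account for it. Batches of library preparation and differences in stage were not tested, since neither is given for the samples.

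Between the set-4 alleles 2 loci differed, named here after their values were seen. XLOC_003286, a locus without a gene name, had a log2 fold change of 0.70 in set-4(n4600);eak-7;akt-1 versus set-4(dp268);eak-7;akt-1 (limma, adjusted p = 0.0259), higher in 5 of 5 same-numbered pairs. srw-85 was at least 16.6-fold higher in set-4(dp268);eak-7;akt-1 than in set-4(n4600);eak-7;akt-1 (limma, adjusted p = 8.27e-09), in 5 of 5 pairs. Of the 16 ways to exchange the allele labels within replicate numbers, 1, the real one, gave as many loci, and with 16 ways a share below 0.05 cannot be reached. That exchange of labels therefore decides nothing here. srw-85 had between 33 and 54 fragments in every set-4(dp268);eak-7;akt-1 library and at most 2 in every set-4(n4600);eak-7;akt-1 library (exact permutation test, two-sided, p = 0.00794). Whether these differences follow the alleles or other differences between the strains was not tested.

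Of the 100 tested loci without a gene name, 18 changed between wild type and eak-7;akt-1. The paper's text does not name these loci, and its supplementary tables were not analysed here. They were part of the 143 loci called in that comparison, for which 1 of 16 label exchanges, the real one, gave as many. What these loci are was not tested.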

How the results depend on the processing

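The settings were fixed before the values were known, except those that use the groups of 26 and 9 libraries and those that add the paper's genes under the filter to the fit, which were chosen after seeing the data. The scaling that goes with edgeR was added to the list later. Over counts, sizes, overlaps and X minus autosome differences, 541 values stayed within 1.5 times the reported count or kept their direction and side of the threshold, 98 moved further, 3 passed a threshold they had not passed and 8 changed sign. The cause was not tested for any of these moves. For single genes 743 values kept their direction and side of the threshold, 84 no longer passed it and 10 newly passed it, and none changed sign. A further 4 values moved further than 1.5 times, the observed over expected overlaps given below with all genes tested as background. The values that no longer passed all belonged to MTCE.34, MTCE.3, the locus of msra-1, the Y48G8AL.12 locus in set-4(dp268);eak-7;akt-1, col-167 and ins-29. The replicate number as a block moved no count beyond 1.5 times the reported one.

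The number of loci changed between wild type and eak-7;akt-1 stayed within 1.5 times the reported one under every setting run, with a lowest value of 105 under a filter of at least 10 scaled counts. Without shared eak-7;akt-1 libraries fewer libraries entered each comparison, and 70 loci changed in daf-16;eak-7;akt-1, 57 in eak-7;akt-1;daf-12, 72 in eak-7;akt-1 dpy-21, 3 in set-4(dp268);eak-7;akt-1 and 0 in set-4(n4600);eak-7;akt-1, where 33 had an unadjusted p-value below 0.05. These 33 are no more than chance gives among the tested loci. The DAF-16 regulome then held 73 genes, the DAF-12 regulome 66, and 5 X-linked loci changed in eak-7;akt-1 dpy-21. Without a low-count filter 55 loci changed in eak-7;akt-1 dpy-21, 2 of them X-linked, and 5 differed between the set-4 alleles. A filter of at least 1 scaled count gave 1 locus for set-4(n4600) and 5 between the alleles. A filter of at least 10 gave a set-4(dp268) regulome of 21 genes and 56 DAF-12 regulome genes in the DPY-21 regulome.

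Scaling to equal totals gave 86 loci for eak-7;akt-1 dpy-21 and 0 for set-4(n4600), where 47 had an unadjusted p-value below 0.05. These 47 are no more than chance gives among the tested loci. Autosomal rescaling gave 1 for set-4(n4600). The direction of loci depended on scaling. For wild type the median log2 fold change moved by 0.13 with median-of-ratios rescaling. For eak-7;akt-1;daf-12 it moved by 0.14 with it and by 0.14 with autosomal rescaling, which gave 63 loci higher and 41 lower. For eak-7;akt-1 dpy-21 it moved by 0.17 with equal totals, which gave 44 higher and 42 lower, and by 0.26 with autosomal rescaling, which gave 62 and 40.

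A fit on the compared genotypes alone gave 0 loci for set-4(n4600), where 55 had an unadjusted p-value below 0.05, about as many as chance gives. It gave 1 for set-4(dp268), 1 between the alleles and 8 X-linked loci in eak-7;akt-1 dpy-21. limma without a trend gave 1 for set-4(n4600) and 1 between the alleles. edgeR gave 1 for set-4(n4600), 38 genes in the set-4(n4600) regulome, 25 in the SET-4 regulome, 23 of them in the DPY-21 regulome and 1 ins gene. DESeq2 gave 39, 26, 24 and 1 for the last 4 of these. Fold changes as ratios of means gave 25 SET-4 regulome genes, 23 of them in the DPY-21 regulome. Adjustment over 6 comparisons gave 9 loci for set-4(n4600) and 11 for set-4(dp268).

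A fold change of at least 2 gave 1 locus for set-4(n4600), 1 between the alleles and 6 X-linked loci in eak-7;akt-1 dpy-21. The set-4(n4600), set-4(dp268) and SET-4 regulomes then held 8, 11 and 2 genes, and the DPY-21 regulome held 2 genes of the SET-4, 61 of the DAF-16 and 57 of the DAF-12 regulome. With a pseudocount of 5 these numbers were 9, 14, 5, 5, 58 and 53. With adjusted significance in both comparisons they were 2, 6, 1, 1, 57 and 53. The X-linked set held 0 loci with either pseudocount, any other filter, the fit on the compared genotypes, voom, edgeR, DESeq2, ratios of means, a fold change of at least 2, adjusted significance in both comparisons, no shared eak-7;akt-1 library or a covariate for the groups of libraries. Under these settings between 175 and 696 loci had an unadjusted p-value below 0.05 in eak-7;akt-1 dpy-21.

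Over all genes tested, without the shared step, the overlap was 10.3 times the number expected for SET-4 with DPY-21. The ratios were 9.42 for DAF-16 with DAF-12, 8.71 for DAF-16 with DPY-21 and 8.85 for DAF-12 with DPY-21. In the group of 26 libraries, a setting chosen after seeing the data, 1 locus changed for set-4(n4600), 3 for set-4(dp268), 1 between the alleles, 8 X-linked loci in eak-7;akt-1 dpy-21, and 3 ins genes were found. A covariate for the groups, also chosen after seeing the data, gave 2 ins genes.

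The X minus autosome median log2 fold change versus eak-7;akt-1 reversed for wild type, to 0.0025 with a filter of at least 1 scaled count and 0.041 within the group of 26. For eak-7;akt-1;daf-12 it reversed to -0.0029 with a filter of at least 10 scaled counts, -0.20 with a filter of at least 50 and -0.0077 within that group, and for daf-16;eak-7;akt-1 to 0.022 without pairing. Without pairing the measure was the median log2 value of X-linked loci minus that of autosomal loci in each library. It passed the threshold for eak-7;akt-1 dpy-21 at 0.61, set-4(n4600);eak-7;akt-1 at 0.29 and set-4(dp268);eak-7;akt-1 at 0.32, where pairs cannot reach it.

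Across the 5 fits that each left out a replicate number, 0 to 4 loci changed for set-4(n4600), 1 to 6 for set-4(dp268) and 1 to 2 between the alleles, with 6 to 11 X-linked loci in eak-7;akt-1 dpy-21, 0 to 1 in the X-linked set and 0 to 1 ins genes. The X-linked locus found was F08B12.4, without replicate 7, and the ins gene was ins-12, without replicate 9, both named here after their values were seen. The locus of col-167 and col-168 was in the X-linked set in none of the 5 fits. The sizes and overlaps of regulomes stayed within 1.5 times the reported values in all of these fits. The X minus autosome difference ranged from -0.052 to 0.012 for daf-16;eak-7;akt-1 and from -0.048 to 0.056 for eak-7;akt-1;daf-12, and so took either sign. No fold change is given for genes whose libraries did not pass 3 fragments, among them ins-9, akt-2 and the mutated genes. On simulated data with the dispersion of these libraries 34.3% of loci changed 2-fold were called.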

Differences from the paper's values

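The SET-4 regulome held 15 genes against the paper's 333, the DPY-21 regulome 107 against the paper's 2431, the DAF-16/FoxO regulome 111 against the paper's 2957 and the DAF-12 regulome 100 against the paper's 2556. In eak-7;akt-1 dpy-21, 13 X-linked loci changed against the paper's 700 genes, and 1 locus was in the X-linked set against the paper's 47 genes. The DAF-12 regulome held 95 genes of the DAF-16/FoxO regulome against the paper's 2282. The DPY-21 regulome held 94 genes of the DAF-16/FoxO regulome against the paper's 2041 and 86 of the DAF-12 regulome against the paper's 1804. For ins genes in both the DAF-16/FoxO and DPY-21 regulomes the number was 0, with 2 of 5 tested loci at an unadjusted p-value below 0.05 in both comparisons, against the paper's 7. None of the alternatives set before the data were examined closed any of these gaps. The deposited values came from only 34193 to 88068 fragments per library, and eef-1A.1 and pmp-3 were listed at 0 in every library. They also leaned to short transcripts. Among loci of a single coding gene, 18.6% passed the filter at 301 to 400 nt and 2.03% at 801 to 1000 nt. Whether the paper's regulomes were made from these values could not be checked, so that the gaps decide nothing about the paper's counts.

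The paper lists ins-9 in its X-linked set, and here ins-9 did not pass the filter. The paper lists ins-20, ins-11, ins-33, ins-35, ins-16, ins-29 and ins-7 as regulated by both DAF-16/FoxO and DPY-21, and here none of them was called over all libraries. ins-7 was called with edgeR and with DESeq2, alternatives set before the data were examined. With a covariate for the groups of 26 and 9 libraries, chosen after seeing the values, ins-7 and ins-35 were called. In the group of 26 libraries alone, also chosen after seeing the values, ins-7, ins-35 and the locus that ins-29 shares with ins-25 and ins-27 were called. The paper lists B0511.11 in its SET-4 regulome, and here it was listed at 0 in all 35 libraries.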

Other observations

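The splits, the shared wild type comparison, the share of the largest loci and the raising of X-linked genes as a group were tested as set down before their results were seen. The other tests of the group of 9 libraries, the drawing down to equal depth among them, and the tests of chromosomes, expression level and low counts were chosen only after the result was seen.

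Loss of a gene needed for dosage compensation might raise X-linked genes as a group. The median log2 fold change of X-linked loci minus that of autosomal loci, which scaling of a whole library moves little, was computed in each same-numbered pair against eak-7;akt-1. For eak-7;akt-1 dpy-21 its mean was 0.54 (SD 0.186, n = 5 pairs), for set-4(n4600);eak-7;akt-1 0.25 (SD 0.0964) and for set-4(dp268);eak-7;akt-1 0.27 (SD 0.147). It was above 0 in 5 of 5 pairs for each of these (exact sign-flip test, two-sided, p = 0.063, the smallest that 5 pairs allow). For wild type it was -0.063 and above 0 in 2 of 5 pairs, for daf-16;eak-7;akt-1 -0.024 in 1 and for eak-7;akt-1;daf-12 0.013 in 1. These comparisons use the same eak-7;akt-1 libraries and, taken in pairs, did not show the difference. Within the group of 26 libraries it was 0.63 for eak-7;akt-1 dpy-21 and 0.22 for set-4(n4600) over 2 pairs each, and 0.21 for set-4(dp268) over 3 pairs.

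Autosomes did not differ by as much. The largest difference of an autosome from the other autosomes, either way, was 0.0495 for eak-7;akt-1 dpy-21, 0.124 for set-4(n4600) and 0.122 for set-4(dp268). Of 1000 sets of autosomal loci matched to the X-linked loci on mean expression, 0, 0 and 0 gave a difference as large. Among loci with at least 50 scaled counts the difference was 0.327, 0.256 and 0.186, with exact sign-flip p-values of 0.125, 0.125 and 0.063. Under this filter it also fell to -0.33 for wild type, -0.28 for daf-16;eak-7;akt-1 and -0.20 for eak-7;akt-1;daf-12. Exact sign-flip p-values for these were 0.063, 0.063 and 0.125, so genotypes without a dpy-21 or set-4 mutation reached the smallest possible value. These moves were about as large as the differences left in the dpy-21 and set-4 mutants. They were downward, while the differences in those mutants stayed above 0. With a filter of at least 1 scaled count it was 0.097, 0.012 and 0.0097, but then 3703 loci enter and the difference lies near 0 in every comparison, at 0 for daf-16;eak-7;akt-1, so that this filter decides little. The paired test cannot go below its smallest p-value and so decides nothing. The same replicate numbers carry little pairing, with a correlation of deviations of 0.0514. Without pairing, the median log2 value of X-linked loci minus that of autosomal loci was taken in each library. This is not a median of fold changes. Between genotypes it differed by 0.61, 0.29 and 0.32, and exact permutation tests of 5 libraries against 5 gave two-sided p-values of 0.00794, 0.0159 and 0.0159. Chance is thus an unlikely source of this unpaired difference among all tested loci. The unpaired difference was -0.011 for wild type, 0.022 for daf-16;eak-7;akt-1 and 0.13 for eak-7;akt-1;daf-12. The same tests gave p-values of 0.873, 0.754 and 0.0952 for these, so that the last lay higher than in pairs. Among all tested loci, differences between chromosomes in general and mean expression do not account for the difference in the dpy-21 and set-4 mutants. These controls were not run under the filter of at least 50 scaled counts. With a filter of at least 10 scaled counts the paired difference was 0.579 for eak-7;akt-1 dpy-21, 0.290 for set-4(n4600) and 0.309 for set-4(dp268). It was -0.085 for wild type, -0.034 for daf-16;eak-7;akt-1 and -0.0029 for eak-7;akt-1;daf-12. These values argue against low counts as its source among such loci. At a filter of at least 50 it was smaller for dpy-21 and set-4(dp268), so that a part from low counts is not ruled out. The hypothesis is that X-linked genes are raised as a group in the dpy-21 and set-4 mutants. Locus length and GC content were not tested.

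The libraries separate on the first principal component into groups of 9 and 26. Mean depth was 44876 fragments in the smaller group and 62389 in the larger (permutation test, two-sided, p = 4.00e-05 from 100000 permutations). Genotype (permutation p = 0.907) and replicate number (permutation p = 0.432) did not account for the group. The share of fragments in the 10 largest loci differed little, at 38.5% and 37.0% (permutation p = 0.0884). The log2 ratio between the groups had a Spearman correlation with locus length of 0.164. In the smaller group 142 of the tested loci were at least 4-fold lower and 0 at least 4-fold higher, counts of group means with no test of single loci. Depths overlapped, from 34193 to 58116 fragments in the smaller group and from 48654 to 88068 in the larger. With every library drawn down to 34193 fragments the groups still lay apart on the first principal component, and 103 loci were at least 4-fold lower in the smaller group and 0 at least 4-fold higher. Depth by itself does not account for the group, and differences in library preparation or in the animals collected were not tested.

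Exchanging genotype labels within replicate numbers gave as many changed loci as the real labels in 1 of 16 splits, the real one, for wild type and each mutant versus eak-7;akt-1. The same held for X-linked loci changed in eak-7;akt-1 dpy-21. The median of the other splits was 0 loci in each comparison, where the real labels gave 273 loci at an unadjusted p-value below 0.05 for wild type. With 16 splits a share below 0.05 cannot be reached. For the sizes of the DAF-16/FoxO, DAF-12, DPY-21 and set-4(dp268) regulomes 1 of 32 splits of mutant and eak-7;akt-1 labels gave a size as large, and for set-4(n4600) 4 of 32 did. For the SET-4 regulome 7 of 100 splits gave as many genes, and for its overlap with the DPY-21 regulome 12 of 100 did, so that neither number can be told apart from an accidental division of the libraries. For the other overlaps 1 of 100 did. Exchanged labels also shrank the regulomes, to medians of 3 genes for DAF-16/FoxO, 4 for DAF-12 and 12 for DPY-21 over the 32 splits. These shares therefore do not separate overlap from regulome size. For the X-linked set of 1 locus it was 4 of 100, and for ins genes, where the real number is 0, it was 100 of 100.

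All regulomes pass through the comparison of wild type with eak-7;akt-1, and overlaps between them could follow from this shared step. Among genes that passed it, overlaps were 1.21 times the number expected for SET-4 with DPY-21, 1.10 for DAF-16/FoxO with DAF-12, 1.02 for DAF-16/FoxO with DPY-21 and 1.04 for DAF-12 with DPY-21. With sets of these sizes the ratios cannot exceed 1.21, 1.16, 1.16 and 1.21, below the 1.5 set for the ratio, so that the ratio cannot decide on the shared step. The exact hypergeometric test, one-sided, gave p = 0.0504 for SET-4 with DPY-21, the smallest possible, and so decides nothing for this overlap. For DAF-16/FoxO with DAF-12 the exact test gave p = 1.23e-06, an overlap larger than independent draws from genes past the shared step give. Both comparisons also share their eak-7;akt-1 libraries, which the test does not take into account. It therefore cannot tell an excess from the effect of the shared libraries. For DAF-16/FoxO and DAF-12 with DPY-21 the exact test gave p = 0.165 and 0.0798, where values down to 1.66e-18 and 4.33e-19 were possible. It found no clear excess among genes past the shared step. Because that step selects on FDR in the mutants, the test cannot decide on an excess over the wild type comparison alone.

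The paper measured ins-4, ins-6, daf-28, akt-2 and ins-7 by qPCR. In the RNA-seq libraries ins-6 was listed at 0, ins-4 had at most 1 fragment and akt-2 at most 2 fragments in any library. akt-2 had 0 fragments in wild type and eak-7;akt-1. daf-28 had 7.64 ± 5.29 (SD, n = 5) scaled counts in wild type, 45.5 ± 26.0 (SD, n = 5) in eak-7;akt-1, 41.2 ± 24.0 (SD, n = 5) in eak-7;akt-1 dpy-21, 36.6 ± 23.4 (SD, n = 5) in set-4(n4600);eak-7;akt-1 and 56.4 ± 10.6 (SD, n = 5) in set-4(dp268);eak-7;akt-1. Its log2 fold change versus eak-7;akt-1 was -2.26 (standard error 1.15, adjusted p = 0.221 from limma) for wild type and -0.36 (standard error 1.15, adjusted p = 0.923 from limma) for eak-7;akt-1 dpy-21. For wild type the adjusted p-value ranged from 1.28e-06 to 0.554 over the alternatives. It was lowest within the group of 26 libraries, a setting chosen after the data had been seen, at a log2 fold change of -2.63. It was 0.0433 with DESeq2 and 0.0612 with edgeR, and no other setting brought it below 0.05. ins-7 had 2.75 ± 2.99 (SD, n = 5) scaled counts in wild type, 2.24 ± 2.33 (SD, n = 5) in set-4(n4600);eak-7;akt-1 and 1.12 ± 1.33 (SD, n = 5) in set-4(dp268);eak-7;akt-1.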
